A study of Mus musculus with 12 samples. Its data were reported in "In situ transcriptome characteristics are lost following culture adaptation of adult cardiac stem cells" (2018).

How the data were processed

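Messenger RNA was measured in 12 single cultured CPCs with the Smart-Seq v4 kit, which copies whole transcripts, and the libraries were made with Nextera XT. The authors mapped paired reads to the mouse genome mm10 with STAR at default parameters and kept uniquely mapped reads. The deposited values are raw read counts per gene and cell, with no normalization. The program, gene annotation and strand rule that the authors used for counting are not stated, so genes that overlap or have close copies can lose or gain reads.

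All further values were computed from the deposited counts. Each column was matched to its cell by name. Totals per cell ran from 3453708 to 5690184 counts. The cell filter of the study (at least 1000 genes and at most 10% mitochondrial counts) removed no cell. CPM values were counts divided by the total of the cell and multiplied by 1000000. For equal depth, the expected number of genes was computed for sampling without replacement down to 3453708 counts, and counts were thinned once with a fixed seed for the other measures. Gene positions came from GENCODE vM21, on the same genome build as mm10, and 98.4% of the gene symbols matched. Coordinates are counted from 1.

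Similarity was Pearson's r of ln(1 + counts per 10000) over genes detected in at least 3 cells. The S and G2/M scores were the mean of a list minus the mean of up to 100 control genes per list gene, drawn from the same of 24 bins of expression. A cell with both scores at or below 0 was called G1, and otherwise the higher score gave the phase. Dispersion was log10 of the squared coefficient of variation of CPM minus a running median over 201 genes ranked by mean CPM, for genes at 5 CPM or more detected in at least 3 cells. The median of a list was placed among 10000 random lists matched on mean expression. Percentiles describe these libraries and are no test. Binomial and Poisson intervals were exact, at a level of 0.95, and those for counts cover counting error. Panel intervals take gene-by-cell values as independent draws. They are not, since detection goes by gene: Vim was counted in 12 cells and Vwf in 0. A count of 0 allows up to 3 counts.

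The named genes were those of fixed lists, the 10 genes with the highest mean CPM and the 10 with the largest dispersion residual. The lists, the measures and the alternatives were chosen before the data were examined. The lists were S, G2/M, the cell cycle genes named by the study, endothelial, haematopoietic, fibroblast, mural and cardiomyocyte markers, progenitor genes, surface proteins of stromal cells, receptors for factors in the medium, early stress genes, cell cycle inhibitors and Y-linked genes. Detection thresholds, scales, gene filters, control genes and depth were varied, and each cell was left out in turn. Since the labels name no animal or culture, cells were not treated as replicates and no test was made between cells or groups. Doublets were not called in 12 cells picked by hand; of the cells that stood out, cell 10 is weighed in the closing section and cell 3 is described there.

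For the closing section, shifts of whole chromosomes were the median over genes of log2(CPM + 5) minus the median of the gene over cells. Before that, the median of each cell over the genes used was subtracted. Genes with a mean of at least 30 CPM detected in at least 10 cells were used, on chromosomes with at least 100 such genes, and 1000 shuffles of the genes over chromosomes gave the size that chance reaches. The steps were tested on simulated data drawn from the real means and totals over 14462 genes. All 12 simulated cells received their phase, but every list gene had been raised or lowered by the same large factor, so weaker signals were not tested. Of 200 lists without added variation, 3.5% lay past percentile 95, and a list of 200 varied genes lay at percentile 100. These simulated lists were longer than the fixed lists other than S and G2/M, so percentiles of short lists were not checked. A simulated shift of 0.58 on the log2 scale was recovered as 0.43, and was past the shuffled maximum in 7 of 12 simulations; one of -1.00 was recovered as -0.77 and was past it in 12 of 12. Shift sizes thus came out too small in these simulations, which drew genes independently and used fewer shuffles. Whether those printed for the real cells are too small was not tested. None of 2868 unchanged pairs of chromosome and cell passed in either set. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.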

Results

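Cultured cardiac progenitor cells (CPCs) are c-Kit+ cells that were sorted from the non-myocyte fraction of adult mouse hearts, depleted of blood lineages and grown as an adherent culture. The cells had been passaged 5 times. The study asked how culture changes the transcriptome of such cells. Full-length cDNA libraries were made from 12 single cultured CPCs, which form 1 group. Fresh cells were not analysed here, so no comparison between fresh and cultured cells was made. Each library is 1 cell, and the labels name no culture or animal. The group therefore counts as 1 sample, and the spread given below is a description of these 12 cells. No test was made across cells.

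The table of read counts held 21729 genes, of which 14462 had a count in any cell and 7267 had none. The total count per cell ran from 3453708 in cell 1 to 5690184 in cell 12. A gene at 0 counts could therefore lie at up to 0.527 CPM (counts scaled to a total of 1000000 per cell) in cell 12 and up to 0.869 CPM in cell 1, the level of 3 counts. The libraries carry no molecular identifiers, and reads are not independent molecules, so these limits and the intervals for counts below cover counting error only. Intervals for panel shares treat the values of a panel as independent, which they are not, and are likely too narrow. Counts of genes that share sequence with a close copy, or that overlap another gene, are uncertain because only uniquely mapped reads were kept and the counting rules are not stated. Fen1 had at most 11 counts and Jund at most 1 count in any cell.

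Every cell passed the filter of the study, which asked for 1000 genes and allowed mitochondrial counts of up to 10%. The mitochondrial share was 1.69% ± 0.573 (SD, 12 cells). The lowest share was 1.02% in cell 9 (exact 95% binomial interval 1.01 to 1.03%) and the highest was 2.77% in cell 5 (2.76 to 2.79%). No pair of cells was a library deposited in duplicate, since the chi-square of their counts over genes divided by its degrees of freedom was at least 48.5 in each of the 66 pairs.

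The first question was how many genes a cultured CPC expresses. The median number of genes with at least 1 count was 11272.5, and the mean was 10970 ± 818 (SD, 12 cells). Cell 1 had the most genes (11950) and cell 8 the fewest (10022). When each cell was reduced to the total count of cell 1, the median was 11220 expected genes. A threshold of 10 counts moved the median most among the alternatives fixed beforehand, to 9803 genes. At 10 CPM or more the number of genes was 7799 ± 326 (SD, 12 cells).

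**Figure D1:**
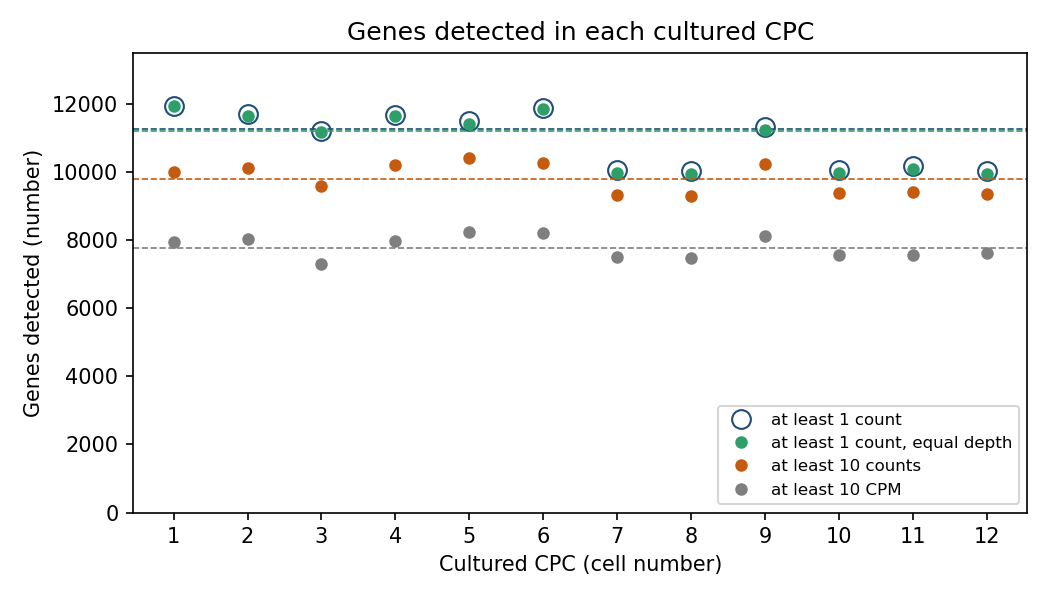
Number of genes detected in each of the 12 cultured CPCs (vertical axis) by cell number (horizontal axis), at 4 definitions of detection. Points are single cells and dashed lines are medians over cells. With at least 1 count, 5 cells lie between 10022 and 10181 genes and 7 cells between 11216 and 11950.

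Low-level detection was measured next, because the study spoke of many weakly expressed genes in culture. A median of 28.3% of the genes detected in a cell lay under 10 CPM, with a range of 24.2 to 34.9%. With the line drawn at 20 CPM the median was 41.7%. Genes with 1 to 10 counts made up a median of 10.4% of the detected genes. In all, 7680 genes were detected in every cell, and 1314 genes were detected in 1 cell only. Of the latter, 1041 had at most 10 counts.

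The counts were spread over many genes. The 50 most abundant genes of each cell held a median of 16.0% of its counts. The share was lowest in cell 9, at 13.6% (exact 95% binomial interval 13.6 to 13.7%), and highest in cell 3, at 21.8% (21.7 to 21.8%). The exponential of the Shannon entropy, which is the number of equally abundant genes that would give the same diversity, was 2985 ± 373 (SD, 12 cells). Leaving out mitochondrial genes moved its median from 2995 to 3073.

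The gene with the highest mean was Ctla2a (chromosome 13, 60934155 to 60936625, mm10), at 8435 CPM. That mean rested on cell 10, where Ctla2a reached 63620 CPM; the next cell had 9672 CPM. The other genes among the 10 most abundant were Fth1, S100a6, Vim, mt-Co1, Anxa2, Lgals1, mt-Cytb, Prdx1 and Fbln2. Fth1 (chromosome 19, 9980598 to 9985098) had 7995 ± 2778 CPM (SD, 12 cells) and Vim (chromosome 2, 13573927 to 13582826) had 6866 ± 1964 CPM. Prdx1 was at 26037 CPM in cell 3 and at most 4922 CPM in the other cells.

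Similarity between single cells was compared in the study, and was measured here as Pearson's r of ln(1 + counts per 10000) over 12366 genes. These correlations run across genes, which are not independent replicates. The median r over 66 pairs was 0.875, with a range of 0.765 to 0.925. Cell 10 was farthest from the others, with a median r of 0.796 over its 11 pairs, and cell 3 followed with 0.846. Without both cells the lowest r of the remaining 45 pairs was 0.826. The scale moved the median most, to 0.774 on log2(CPM + 0.1).

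**Figure D2:**
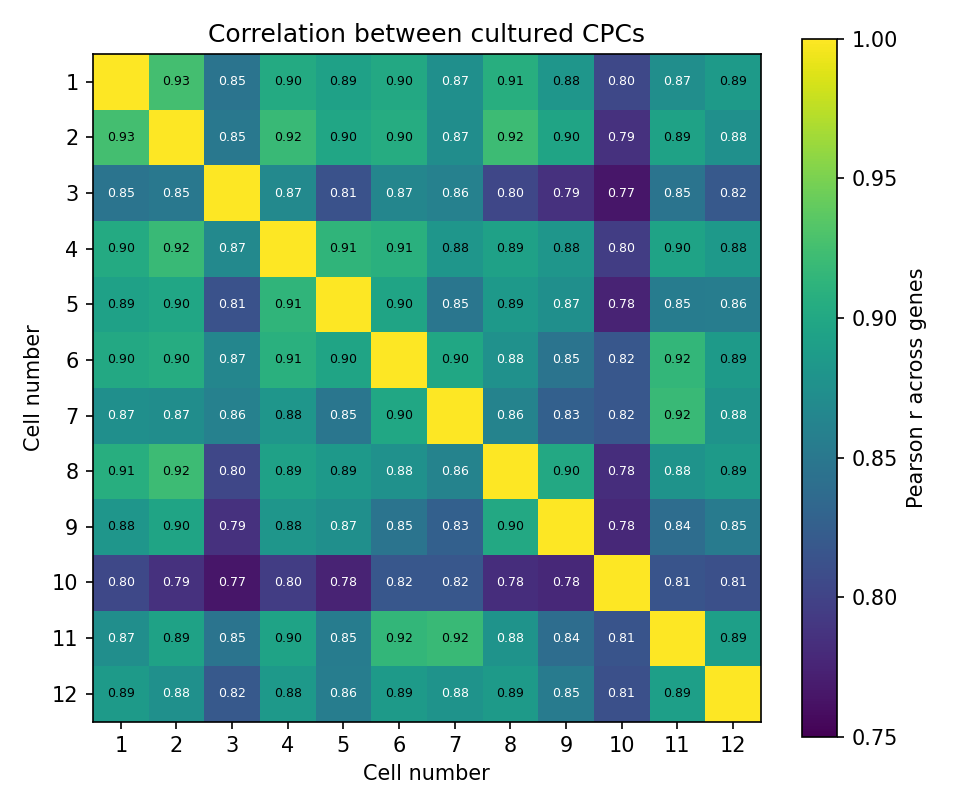
Pearson's r of ln(1 + counts per 10000) across 12366 genes for each pair of the 12 cultured CPCs. Both axes give the cell number and colour gives r, which runs from 0.765 to 0.925 between different cells and is lowest in the row of cell 10.

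The study reported on proliferation, so each cell was scored for genes of S phase and of G2/M. By these scores 6 cells were called G1, 3 cells S and 3 cells G2/M. The share called G2/M was 25% (3 of 12 cells, exact 95% binomial interval 5.49 to 57.2%). Cells 5, 8 and 9 were called G2/M, with cell 9 at the highest G2/M score of 0.76. Cells 1, 2 and 12 were called S. No cell changed phase under the 5 alternative ways of scoring. The S list and the G2/M list varied between cells more than each of 10000 random lists matched on mean expression, with a median dispersion residual of 0.68 for 42 S genes and 0.80 for 53 G2/M genes. The middle 95% of random lists lay between -0.11 and 0.11 for the S list.

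Among the cell cycle genes named in the study, Cdk1 (chromosome 10, 69335146 to 69352938) ranged from 0.527 CPM to 1056 CPM, the latter in cell 9. Aurka (chromosome 2, 172356190 to 172370535) was counted in 9 cells, with 681 CPM in cell 9 and 174 CPM in the next cell. Cenpa (chromosome 5, 30666777 to 30674830) was counted in 12 cells and reached 489 CPM in cell 5. The sum over Aurka, Aurkb, Ccnb2, Cenpa, Cenpe, Cenpf and Cdk1 was 963 ± 1171 CPM (SD, 12 cells), from 33.7 CPM in cell 11 to 3725 CPM in cell 9. The dispersion residual of this list was 1.04, above every random list.

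**Figure D3:**
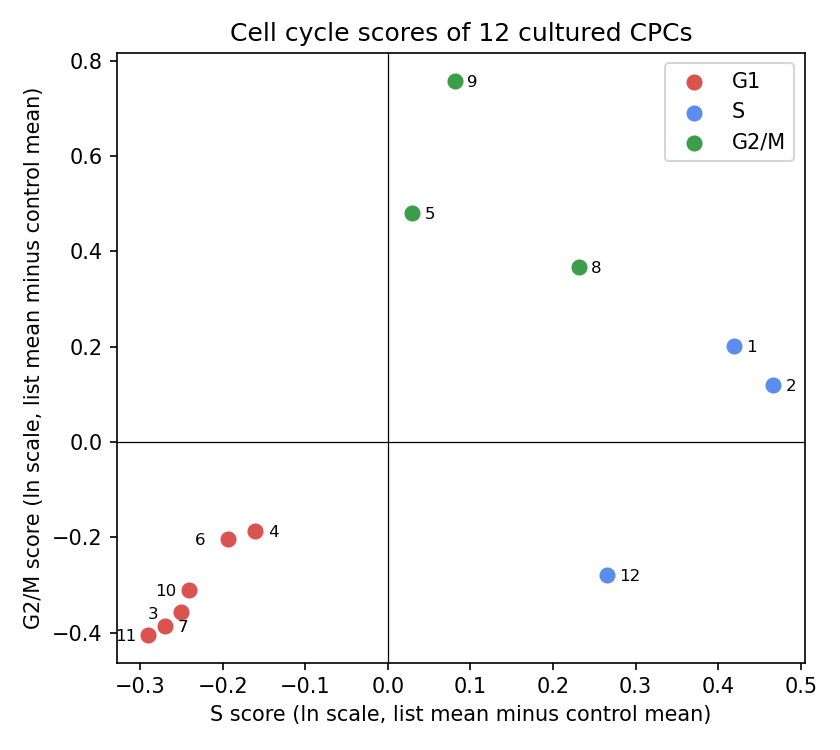
Cell cycle scores of the 12 cultured CPCs, with the S score on the horizontal axis and the G2/M score on the vertical axis, both as a difference of means on the natural log scale. Numbers name the cells and colours the called phase; the 6 cells called G1 lie at or below 0 on both axes.

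Whether identity genes of heart cell types were present in culture was read from fixed marker panels. In the fibroblast panel 86 of 120 gene-by-cell values had a count (71.7%, exact 95% binomial interval 62.7 to 79.5%), and 60.0% reached 10 CPM. Col1a2 (chromosome 6, 4504814 to 4541544) was at a median of 690 CPM. In the endothelial panel 47 of 120 values had a count (39.2%, 30.4 to 48.5%), and 10.8% reached 10 CPM. Of the 13 endothelial values at 10 CPM or more, 8 were in cell 10. The panel sum was 7565 CPM in cell 10 and at most 47.4 CPM in the others. Pecam1 (chromosome 11, 106654217 to 106750628) was at 1422 CPM in cell 10 and at most 10.3 CPM elsewhere. Cldn5 and Vwf had no counts in any cell. Cell 10 had 10.7 CPM of Col1a1, 0.376 CPM of Col1a2 and 1.13 CPM of Col3a1.

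In the mural panel 36.7% of values had a count (28.1 to 45.9%) and 18.3% reached 10 CPM. Acta2 (chromosome 19, 34241090 to 34255590) was at 3668 CPM in cell 11 and at most 117 CPM in the other cells. In the haematopoietic panel 29.2% of values had a count (21.2 to 38.2%) and 12.5% reached 10 CPM; these counts came mostly from Lyz2, Csf1r and Cd68. In the cardiomyocyte panel 11.7% of values had a count (6.53 to 18.8%) and 1.67% reached 10 CPM. Tnnt2 (chromosome 1, 135836354 to 135852260) was counted in 10 cells and reached 86.6 CPM in cell 12, while Myh6, Myh7, Actc1, Actn2, Myl7, Ryr2 and Nppa had no counts.

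The progenitor list had counts in 76.4% of values (68.6 to 83.1%). Kit (chromosome 5, 75574916 to 75656722), the gene of the receptor used for sorting, had no counts in 11 cells. Cell 10 had 21 Kit counts (exact 95% Poisson interval 13 to 32.1), or 3.94 CPM. Transcripts of Ly6a, Abcg2, Gata4, Mef2c, Hand2, Cd34, Eng and Alcam were counted in 12 cells. Cd34 (chromosome 1, 194938819 to 194961279) was at 497 ± 410 CPM (SD, 12 cells) and Gata4 (chromosome 14, 63198922 to 63271692) at 99.5 ± 52.5 CPM. Nkx2-5 had no counts, and Isl1 was at most 5.45 CPM.

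**Figure D4:**
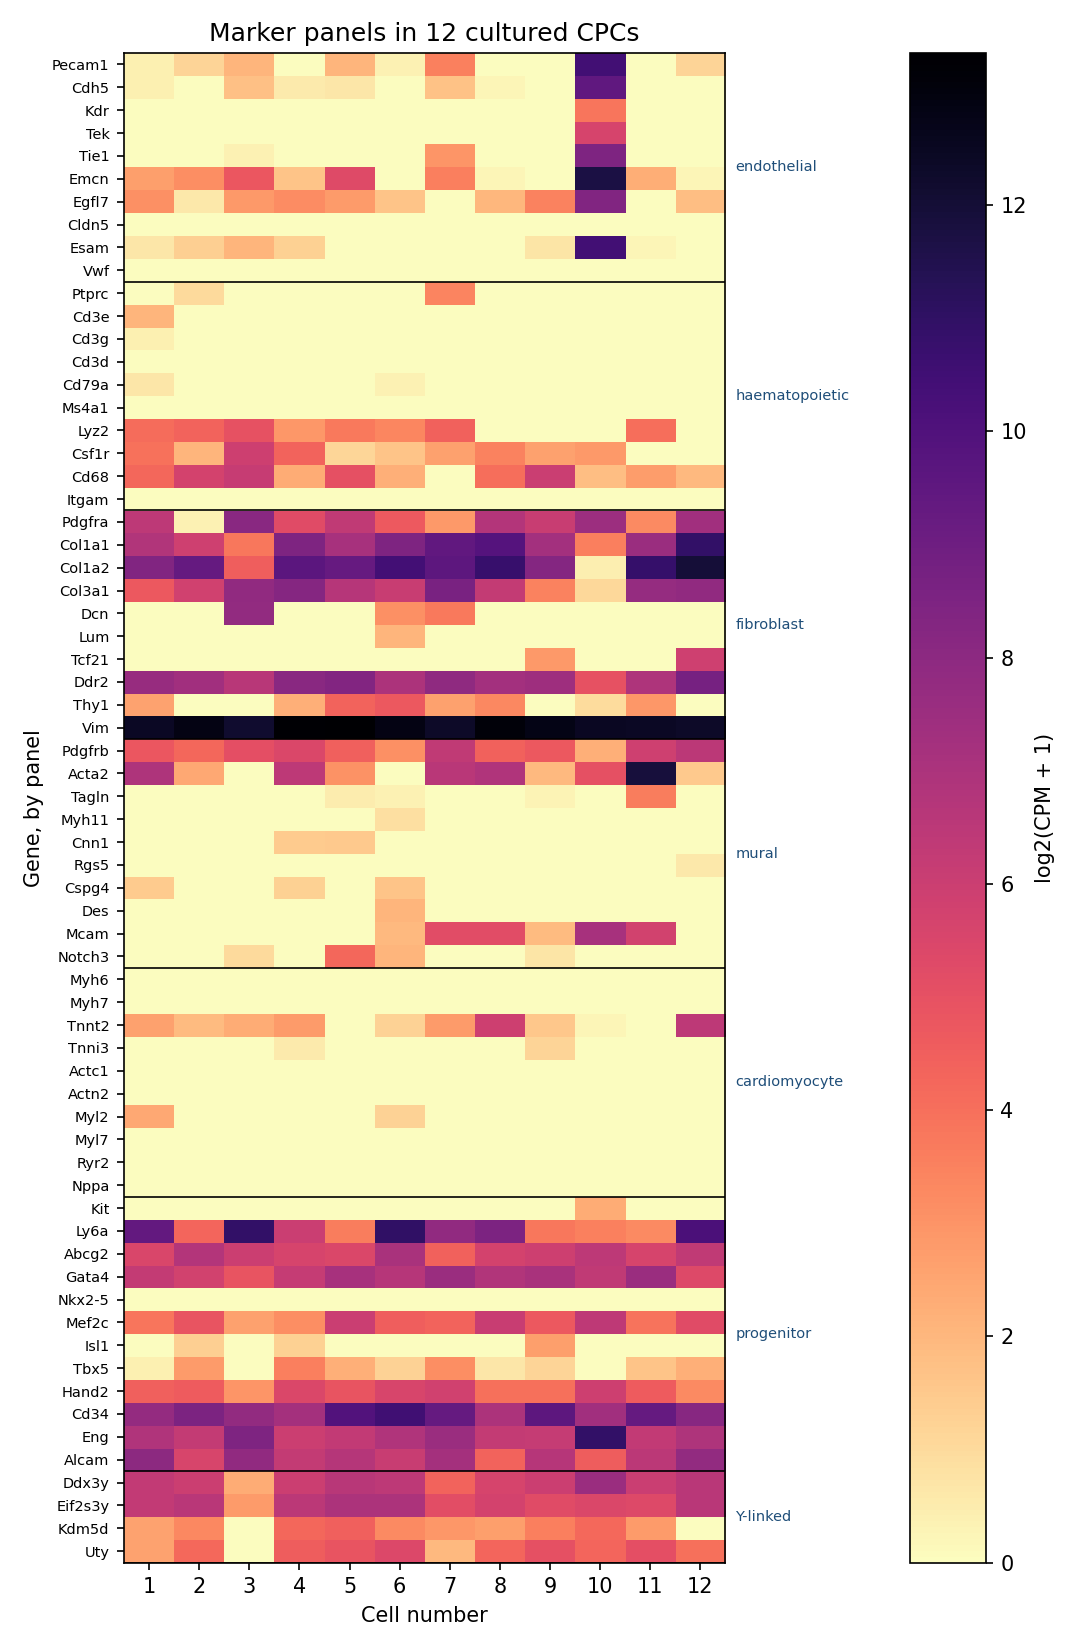
Expression as log2(CPM + 1) of the marker panels and of 4 Y-linked genes (rows) in the 12 cultured CPCs (columns, by cell number). Colour gives the level; the endothelial genes are high in cell 10, where Pecam1 was at 1422 CPM, and Vim is high in each cell.

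Other lists fixed beforehand were read in the same way. Among surface proteins of mesenchymal stromal cells, Itgb1 was at 1399 ± 587 CPM (SD, 12 cells), Cd81 at 1058 ± 417 CPM and Cd44 at 613 ± 362 CPM, while Nt5e was counted in 4 cells. Of the receptors for growth factors in the medium, Fgfr1 was highest, at 158 ± 62.0 CPM, and Egfr was at 6.63 ± 8.12 CPM. The dispersion of the receptor list was at percentile 88.4 of its random lists. Among early stress genes, Fos was at 1318 CPM in cell 6 and at most 34.4 CPM in the other cells, and the list lay above every random list. Among inhibitors and other targets of cell cycle control, Ccng1 was at 897 ± 385 CPM, Cdkn1a at 678 ± 340 CPM and Mdm2 at 550 ± 340 CPM, and the list was at percentile 97.8. The fibroblast, endothelial and progenitor lists were at percentiles 99.98, 100 and 98.9. The 10 genes with the largest dispersion residual were Emcn, Plvap, Esam, Cd53, Pecam1, Acta2, Mgp, Ifit3, Prl and Selp. Emcn, Plvap, Esam, Pecam1 and Selp were highest in cell 10. Cd53, Mgp and Ifit3 were highest in cell 3, Acta2 in cell 11 and Prl in cell 2, where it was at 1313 CPM.

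The labels describe the hearts as female. The Y-linked genes Ddx3y (chromosome Y, 1260771 to 1286629) and Eif2s3y (chromosome Y, 1010543 to 1028847) had counts in 12 cells, at 71.3 ± 45.5 CPM and 67.1 ± 37.4 CPM (SD, 12 cells). The sum over Ddx3y, Eif2s3y, Kdm5d and Uty was lowest in cell 3, at 9.76 CPM, and between 63.7 and 267 CPM in the other cells. Xist was not analysed here.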

Values the study reported

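In its meta-analysis of Smart-Seq2 data, which covered 576 fresh and 550 cultured cells of several types, the study gave medians of 3,490 detected genes for fresh and 6,528 for cultured cells. After reads were sampled down to 500,000 per cell, it gave 4,187 and 5,559 genes. For the share of cells in G2/M it gave 9.3% in fresh and 43.7% in cultured cells of that meta-analysis, with cells from embryos left out of the former and neurons made in culture left out of the latter, and 4.8% and 29.0% in fresh and cultured CPCs on the 10X Genomics platform.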

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

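Of 67 alternatives other than leaving out a cell, over 16 results, 50 moved the result by less than its spread and 17 by more. The dispersion percentiles of the S and G2/M lists are not counted in these, since they were at 100, the top of their scale, in each setting and so show little about stability. For medians the spread was 1 SD over cells or pairs, for panel shares the exact binomial interval and for numbers of cells or genes a factor of 1.5. The binomial interval takes the values of a panel as independent, so for panels it is a fixed yardstick only. One alternative was added after the data had been seen: at 500000 counts per cell the median was 10251 expected genes. The study sampled raw reads, not counts, so its depth of 500,000 is not the same. The cell filter removed no cell, so leaving it out tests nothing.

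The median number of genes fell to 9803 at 10 counts or more. The median share of detected genes under a limit of 5 CPM was 18.7% and under 20 CPM 41.7%, in place of 28.3% under 10 CPM. The 10 most abundant genes held 6.69% of counts and the 100 most abundant 22.8%. These follow from the definitions, since a stricter limit takes in fewer genes. The median correlation between cells was 0.825 on log2(CPM + 1), 0.774 on log2(CPM + 0.1) and 0.833 by Spearman; the cause was not tested.

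The panel shares fell at 10 CPM or more, to 10.8% for endothelial, 12.5% for haematopoietic, 60.0% for fibroblast, 18.3% for mural, 1.67% for cardiomyocyte and 63.9% for progenitor genes. The endothelial share was also lower at 5 counts and at 1 CPM, at 28.3% in both. A higher threshold takes in fewer values by construction.

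The number of cells called G1, S and G2/M stayed at 6, 3 and 3 under each of the 5 scoring alternatives. Leaving out each cell in turn gave 192 values for the same 16 results, all within the spread above or at its limit. For the numbers of cells called G1, S and G2/M this shows little, because leaving out a called cell lowers its number by construction. No remaining cell changed phase. The median number of genes then ran from 11216 to 11329 and the median correlation from 0.873 to 0.881. The endothelial share ran from 35.5%, without cell 10, to 40.9%. Depth limits the reading of genes near 3 counts per cell, and the number of cells limits each share of cells.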

Other observations

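The tests below on library depth, stray reads, molecules captured, Y-linked genes and cell 10 were chosen after the values had been seen. So were, for the chromosome shifts, the tests of each part against shuffles of such parts and of removing the dependence on abundance. The test on the most abundant genes and the other tests on the chromosome shifts were written down before their outcome was seen, although the shifts themselves had been noticed first. The design has 1 group, so no biological explanation was tested against another group.

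The median number of genes here was 11272.5. That is higher than the median for cultured cells quoted from the study above, which covers cells of several types, so the populations differ. Most of those cells came from public Smart-Seq2 data, depth was not matched, and the study dropped genes detected in fewer than 3 cells. The difference can therefore not be assigned to the kind of cell. Here 3 of 12 cells were called G2/M. The meta-analysis share quoted above is over a wider set of cultured cells, to which the study's own Smart-Seq2 libraries of cultured CPCs belong, and the other quoted share is over CPCs on another platform. The denominators differ, so no direction is given.

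The numbers of genes fell into separate clusters. Cells 7, 8, 10, 11 and 12 had 10069, 10022, 10057, 10181 and 10036 genes. Cells 1 to 6 had 11950, 11702, 11216, 11692, 11515 and 11876, and cell 9 had 11329. The gap was 1035 genes. These cells are not groups of the study. Library depth was argued against as the cause, since the cells with fewer genes had totals of at least 5258541 counts and the others of at most 5025517, and the gap was 1100 genes at equal depth. A few abundant genes were argued against as well, because the gap was 1121 genes at equal depth after each cell's 50 most abundant genes were left out. Stray reads from other libraries would add low counts to the cells with more genes, and this stays open. At 10 counts or more the gap was 188 genes, set by cell 3; without cell 3 it was 600 genes, against 1148 at 1 count or more. The medians of the 5 and the 7 cells differed by 1635 genes at 1 count or more and by 857 at 10 counts or more. At 10 CPM or more, a limit scaled to the total of each cell, they differed by 455 genes, so part of the difference lay in genes under 10 CPM. Genes with 1 to 10 counts made up 10.4 to 17.3% of the genes detected in the 7 cells with more genes and 7.25 to 8.10% in the other 5. These limits in counts were not compared at equal depth. The 7 cells had the lower totals, so depth may account for part of the drop to 857 and of these shares. Among genes of 30 to 100 CPM elsewhere, values of 1 to 5 counts made up at most 0.832% in the cells with more genes and up to 1.13% in the others. Among genes of 10 to 30 CPM the highest values were 3.90% and 3.48%. Cell 3 set both upper values of the cells with more genes, which were 0.418% and 1.87% without it and then lay below each of the other 5 cells. Genes at lower levels were not covered by this. Fewer captured molecules may lie behind the gap: zeros among the genes of 30 to 100 CPM made up at least 1.45% in each of the 5 cells and at most 0.921% in each of the other 7. Since the cells were parted by their zeros, this test can exclude that explanation but not favour it, and lower capture cannot be told apart from a smaller or different RNA content without molecular identifiers. At 10 CPM or more the numbers of genes overlapped through cell 3, with 7298. Without cell 3 the gap was 339 genes. At 50 CPM or more the numbers overlapped with cell 3 and without it, at gaps of -472 and -117 genes, where a negative gap is an overlap. The medians of the 5 and the 7 cells then differed by 170 genes. A difference in handling or library batch, which the labels do not give, stays open too.

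Cell 10 held endothelial transcripts at a sum of 7565 CPM. If 2 cells had been in 1 tube, or endothelial RNA had been carried over into a cell like the others, collagen transcripts should remain at a sizeable level. The sum of Col1a1, Col1a2 and Col3a1 in cell 10 was 12.2 CPM, which is 0.848% of the median of the other 11 cells, and the lowest of those had 266 CPM. Both explanations are argued against by these genes. The other 3 fibroblast panel genes at a median of 10 CPM or more elsewhere were not reduced as far: Ddr2 was at 17.5%, Vim at 80.5% and Pdgfra at 268% of the others' median, and Vim is also made by endothelial cells. Pdgfra, at 175 CPM, was higher in cell 10 than in each other cell except cell 3, so a partner cell with very little collagen stays open. Cell 10 may be an endothelial-like cell that stayed in the culture, which is a hypothesis from 1 cell. It was also the cell with Kit counts.

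Cell 3 stood out as well. Cd53 was at 1463 CPM there and at most 19.4 CPM elsewhere, and of the haematopoietic panel Lyz2, Csf1r and Cd68 were highest in it, at 30.3, 59.1 and 69.1 CPM, while Ptprc had no counts in it. S100a8 and Rsad2 were chosen after their values were seen. S100a8 was at 258 CPM and at most 4.63 CPM elsewhere, and ranked 10 among the genes of cell 3 by excess over the highest other cell. Rsad2 ranked 1, at 851 CPM and at most 0.247 CPM elsewhere. Of the fibroblast panel, Dcn (223 CPM, at most 12.4 CPM elsewhere) and Pdgfra (276 CPM) were also highest in cell 3, while Vim was lowest there, at 4612 CPM. Col1a1 (12.9 CPM) and Col1a2 (22.1 CPM) were lower in cell 3 than in each other cell except cell 10, while Col3a1 was at 231 CPM. No explanation was tested for cell 3.

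Y-linked transcripts were counted although the labels name female hearts. Reads of the X-linked homologue were argued against for Eif2s3y, which had more counts than Eif2s3x in 11 of 12 cells, all but cell 3. Uty had more counts than Kdm6a in 8 cells. For Ddx3y and Kdm5d, reads of the X-linked homologue counted for the Y-linked gene stay open: Ddx3y was below Ddx3x in 12 of 12 cells, at a ratio of 0.0452 to 0.741, and Kdm5d was above Kdm5c in 4 cells. Stray reads from a single male library were argued against too, cell 3 aside. The other 11 cells held a median of 61.2% of the highest Y-linked sum. The lowest value was 3.65%, in cell 3, and the next lowest 23.8%. Endothelial transcripts of cell 10 appeared elsewhere at no more than 0.626% of their sum. In cell 3, stray reads from several libraries together stay open. It had 15 counts of Ddx3y, 22 of Eif2s3y and none of Kdm5d and Uty. With at least 3 counts for 3 or more of 4 Y-linked genes in 11 cells, male cells in the culture are a candidate explanation. A wrong label for the sex of the hearts would give the same values, and the strain was not examined.

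The genes of some chromosomes were shifted in single cells. Of 240 pairs of chromosome and cell, over 5392 genes, 15 were past 0.30 on the log2 scale, the largest shift in any of 1000 shuffles. They lay in 9 cells, with 7 higher and 8 lower. The largest were chromosome X in cell 10 (-0.66), chromosome 13 in cell 2 (0.54) and in cell 9 (-0.53), chromosome 18 in cell 10 (-0.51) and chromosome 6 in cell 8 (-0.47). Chance among genes was argued against by the shuffles. After GC content and length were removed, 15 pairs were past the maximum of the corrected shuffles, 0.25, as were 26 of all pairs, and 13 of the 15 were past 0.30. This argues against such a bias as the whole cause. After a cubic dependence on mean abundance was removed in each cell, 15 pairs were past the maximum of the shuffles so corrected, 0.27, and 14 of them past 0.30, which argues against scaling by abundance as the whole cause. The proximal and distal parts of the chromosome, and genes of high and of low abundance, shifted the same way by at least 0.1 in 15 of 15 pairs, but chromosome 6 in cell 8 by -0.10 in its proximal and -0.67 in its distal part. Pairs picked for a large median tend to pass this: the parts agreed in 46 of the 225 other pairs too, among them each of the 11 with a shift of at least 0.25, though not in chromosome X of cell 4 (0.24) and of cell 5 (-0.24). Each part was then set against the largest shift on any chromosome in any cell when proximal or distal genes were shuffled, 0.469 and 0.450. This 1 limit served chromosomes of all sizes, so it is strict for those with many genes. Both parts were past it in 4 pairs: chromosome X and chromosome 18 in cell 10, and chromosome 13 in cells 2 and 9. In these a few neighbouring genes are argued against. In the other 11 pairs the limit does not decide whether 1 part or both shifted. Chromosome 9 in cell 3, with 318 genes, fell just short, at -0.436 in its proximal and -0.449 in its distal part. In all 15 pairs differences in chromosome copy number between cells stay open. The shuffles treat genes as independent, and genes regulated together along a whole chromosome were not excluded. Cell 10 differs from the others in many transcripts, and its shifts may reflect that. Shifts are relative to the median over cells, so a change shared by most cells is not seen, and no DNA was measured.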
